# Serine mistranslation induces the integrated stress response through the P stalk

**DOI:** 10.1016/j.jbc.2025.108447

**Published:** 2025-03-25

**Authors:** Hong Zhang, Jiqiang Ling

**Keywords:** translational fidelity, ThrRS, AlaRS, tRNA misacylation, stress response

## Abstract

Aminoacyl-tRNA synthetases (aaRSs) are essential enzymes that support robust and accurate protein synthesis. A rapidly expanding number of studies show that mutations in aaRSs lead to multiple human diseases, including neurological disorders and cancer. How aaRS mutations impact human health is not fully understood. In particular, our knowledge of how aminoacylation errors affect stress responses and fitness in eukaryotic cells remains limited. The integrated stress response (ISR) is an adaptive mechanism in response to multiple stresses. However, chronic activation of the ISR contributes to the development of multiple diseases such as neuropathies. In this study, we show that Ser misincorporation into Ala and Thr codons, resulting from either aaRS-editing defects or mutations in tRNAs, activates the ISR. We further demonstrate that activation of the ISR by Ser mistranslation does not depend on the accumulation of uncharged tRNAs but rather requires the P stalk associated with the ribosome, implying that ribosome stalling and collision are involved. Our work highlights that certain types of aminoacylation errors can lead to chronic activation of the ISR, potentially affecting fitness and disease progression.

Aminoacyl-tRNA (aa-tRNA) synthetases (aaRSs) universally exist in all organisms and are essential enzymes required for protein synthesis. AaRSs define the first step of protein synthesis by charging cognate tRNAs with amino acids to form aa-tRNAs, which are delivered to the ribosome for nascent peptide formation (1, 2, 3). In some cases, mischarging of tRNAs by aaRSs can occur (4, 5). Most organisms have evolved aaRS-editing activities to deacylate the mischarged aa-tRNAs, and the editing function is an essential checkpoint to ensure translation fidelity (6, 7). An increasing number of studies show that mutations in aaRS genes result in various neurological diseases (*e.g.*, Charcot–Marie–Tooth [CMT] disease and microcephaly) (8, 9, 10, 11, 12), developmental delay (13, 14, 15, 16), and cancer (17, 18, 19). Other factors involved in tRNA biogenesis and tRNA modifications are also linked to multiple diseases (20, 21, 22). Revealing the physiological effects of aaRS mutations is thus critical to understanding the development of neurodegenerative diseases and searching for effective drugs to treat these diseases.

Mistranslation of the genetic code by deficient aaRSs is usually considered unfavorable for cell growth. Faithful translation of the genetic code into active protein is crucial for cell viability, as translation errors can lead to the accumulation of misfolded proteins and protein aggregates that are toxic to the cells (23, 24). It has been shown that mutations in alanyl-tRNA synthetase (AlaRS) lead to an editing defect and damage to neurons and cardiomyocytes (25). We have recently shown that mutations in the editing domain of yeast AlaRS and threonyl-tRNA synthetase (ThrRS) cause sensitivity to heat stress (26, 27). However, translational infidelity may also benefit bacteria under certain stress conditions (28, 29, 30), partially because of the activation of stress responses by moderate mistranslation.

Diverse stressful conditions activate the integrated stress response (ISR), which is an evolutionarily conserved signaling pathway that adapts cells to stresses (31). In mammalian cells, the ISR is mediated by four stress-sensing kinases (PERK, GCN2, PKR, and HRI) to reduce overall protein biosynthesis while allowing translation of specific genes to support adaptation to adverse environments (32). The ISR is also known as the general amino acid control signaling pathway in yeast (33, 34, 35). Amino acid starvation accumulates uncharged tRNAs, which bind to and activate Gcn2, a protein that structurally mimics histidyl-tRNA synthetase (36). Activated Gcn2 phosphorylates the eukaryotic initiation factor 2 α-subunit (eIF2α) on Ser 51, which attenuates global translation and triggers the Gcn4-mediated amino acid starvation response (37). Recent work also suggests that ribosome collision may activate the ISR without notable accumulation of uncharged tRNAs (38, 39). Chronic activation of the ISR is implicated in numerous diseases (31). Recent studies suggest that dominant CMT mutations in glycyl-tRNA synthetase (GlyRS) activate the ISR by inducing ribosome stalling (40, 41, 42), and inhibiting the ISR alleviates peripheral neuropathy in a mouse model (40). A pathogenic mutation in glutamyl-tRNA synthetase is also found to impair tRNA charging and activate the ISR (43).

Mutations in the editing sites of AlaRS and ThrRS cause microcephaly and developmental disorders (14, 15, 16). Both AlaRS and ThrRS mischarge Ser onto tRNAs and require editing to remove the mischarged tRNAs. In our previous work, we show that an AlaRS editing-site mutation (C719A) leads to increased Ser mistranslation and activation of the ISR (27), but the underlying mechanism is unclear. Here, we show that Ser misincorporation at Ala and Thr codons induces phosphorylation of eIF2α and *GCN4* expression, which are hallmarks of ISR activation. We further show that activation of the ISR by Ser mistranslation does not require an increase in uncharged tRNAs but rather depends on the P stalk on the ribosome, implicating the involvement of ribosome stalling and collision in mistranslation-induced ISR.

## Results

### Transcriptome analyses of a ThrRS editing–defective yeast strain

Editing in ThrRS is evolutionary conserved and prevents Ser from being incorporated into Thr codons. We have recently shown that a ThrRS editing–defective yeast strain (*ths1-C268A*) is sensitive to heat stress (26). To understand the global transcriptome changes caused by ThrRS editing defects, we performed RNA sequencing of the WT and *ths1-C268A* strains under heat stress. We grew the cells in yeast peptone dextrose (YPD) media to the log phase at 30 °C and shifted the cultures to 37 °C for 2 h before collecting cells for transcriptome analysis. 

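RNA from 3 WT and 3 *ths1-C268A* samples, replicates A, B and C of each strain, was compared, all collected after 2 h at 37 °C. *ths1-C268A* carries a Cys-to-Ala change in the editing site of ThrRS, the enzyme that charges tRNA with Thr and removes Ser attached by mistake. Both strains derive from BY4741, a laboratory strain with deletions at *HIS3*, *LEU2*, *MET17* and *URA3*. As a check of the strain background, *LEU2*, *MET17* and *URA3* were listed at 0 in all 6 samples. *HIS3*, of which the BY4741 deletion leaves a part, was 94.7 ± 9.88 FPKM (SD, n = 3) in WT and 240.2 ± 38.5 FPKM (SD, n = 3) in *ths1-C268A*. Because C268A is a point mutation, the level of *THS1* mRNA does not check the strain labels. Genes encoded by mitochondrial DNA were near 0 in every sample, with at most 14 fragments over the 6 samples for *ATP6*.

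The authors deposited FPKM, fragments scaled by gene length and by the fragments of the sample, and the submitters' processing notes name HISAT2 as the aligner. The gene lengths are coding lengths. FPKM multiplied by gene length gave whole numbers of fragments for 100% of the values above 0, within 0.01 of a fragment, so the fragments behind each value are known. The genes analysed held 17761143, 17754364 and 16597937 fragments in WT replicates A, B and C, and 18787748, 17806318 and 19114041 in *ths1-C268A* replicates A, B and C. The FPKM denominators were larger than these sums. Fragments outside the genes analysed here made up 18.3, 18.7 and 18.6% of the denominator in WT, and 13.4, 10.6 and 11% in *ths1-C268A*.

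The strains were compared with limma on log2(FPKM + 1) over the genes with a mean of at least 1 FPKM, with Benjamini-Hochberg adjustment, and fold changes are on that log2 scale, which understates the change of low genes. Gene lists written before the data were examined were tested with camera. Rescaling to an equal total over protein-coding genes lowered the median log2 fold change of all genes to -0.116, from -0.0025 as deposited, so each change can be read relative to that shift. Fold change was also related to gene length. Across 6176 protein-coding genes, which are not independent replicates, Spearman's rho between coding length and log2 fold change was 0.371. In single samples, rho between length and the deviation of a gene from its mean over the samples was -0.142, -0.318 and -0.434 in WT and -0.0842, 0.363 and 0.391 in *ths1-C268A*.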

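At 37 °C, 916 genes were higher and 783 were lower in *ths1-C268A* than in WT, and 4748 of 6447 genes tested did not pass an adjusted p of 0.05 in limma. The largest increase was that of *SNZ1* (YMR096W, chromosome XIII of R64, 458408 to 459301), which acts in vitamin B6 synthesis. *SNZ1* was 47.0 ± 5.97 FPKM (SD, n = 3) in WT and 442.6 ± 58.5 FPKM (SD, n = 3) in *ths1-C268A*, a log2 fold change of 3.21 (standard error 0.13, adjusted p = 1.78e-05 from limma). Genes of arginine synthesis followed, with log2 fold changes of 2.49 for *ARG1*, 2.13 for *ARG3* and 1.98 for *ARG5,6*, which has an ORF on the opposite strand. *MET6*, which encodes methionine synthase, rose by 2.33 on the log2 scale, from 140.6 ± 9.06 to 717.8 ± 125.7 FPKM (SD, n = 3 each). *MEP2*, an ammonium permease, rose by 1.81 and *ICY2* by 1.84. YOR302W, the uORF of *CPA1*, rose by 1.94. YNL103W-A, which rose by 1.95, lies opposite *LEU4*, and without information on strand its fragments cannot be told from those of *LEU4*.

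Among the genes with the largest decreases, *HTA2*, a histone H2A gene nearly identical in sequence to *HTA1*, fell by 1.98 on the log2 scale, from 265.5 ± 22.1 to 66.8 ± 9.90 FPKM (SD, n = 3 each). *HUG1*, a target of the DNA damage checkpoint that binds ribonucleotide reductase, fell by 2.06 and *RRT5* by 2.15. *MF(ALPHA)1*, the gene of the alpha factor precursor, was low in both strains, at 3.96 FPKM in WT and 0.158 FPKM in *ths1-C268A*, and fell by 2.04. YPL152W-A, an ORF of 99 bp, had 35 fragments over the WT samples and none over the *ths1-C268A* samples. Counting error alone allows up to 3 fragments where none was seen. The other 5 of the 10 genes with the largest decreases were tRNA genes with at most 66 fragments over the WT samples, and near-identical copies of tRNA genes can share fragments. Each of these tRNA genes lost its call in 1 or more of the fits that leave out a sample (adjusted p = 0.0527 to 0.0887 from limma), and 3 of them also with a pseudocount of 0.1 (0.0514 to 0.0712). *MF(ALPHA)1* lost its call without WT replicate C (adjusted p = 0.0575 from limma). By type, 911 of 6176 protein-coding genes were higher and 725 were lower. Of 75 snoRNA genes, 1 was higher and 31 were lower, and of 167 tRNA genes, 2 were higher and 21 were lower.

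The groups did not overlap for 45.6% of the genes tested, where chance gives 10% for 3 samples against 3. The first principal component held 57.9% of the variance and separated the strains. On it, WT samples lay between -20.7 and -15.1 and *ths1-C268A* replicates A, B and C at 8.6, 24.4 and 20. Calls were 53.9% higher as deposited, but 29% (524 higher, 1285 lower) with an equal total over protein-coding genes and 30.6% (613 higher, 1388 lower) with limma-voom on the fragments. Without WT replicate A, B or C the counts were 487 higher and 419 lower, 356 and 288, or 419 and 376, and without *ths1-C268A* replicate B they were 600 and 527.

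**Figure D1:**
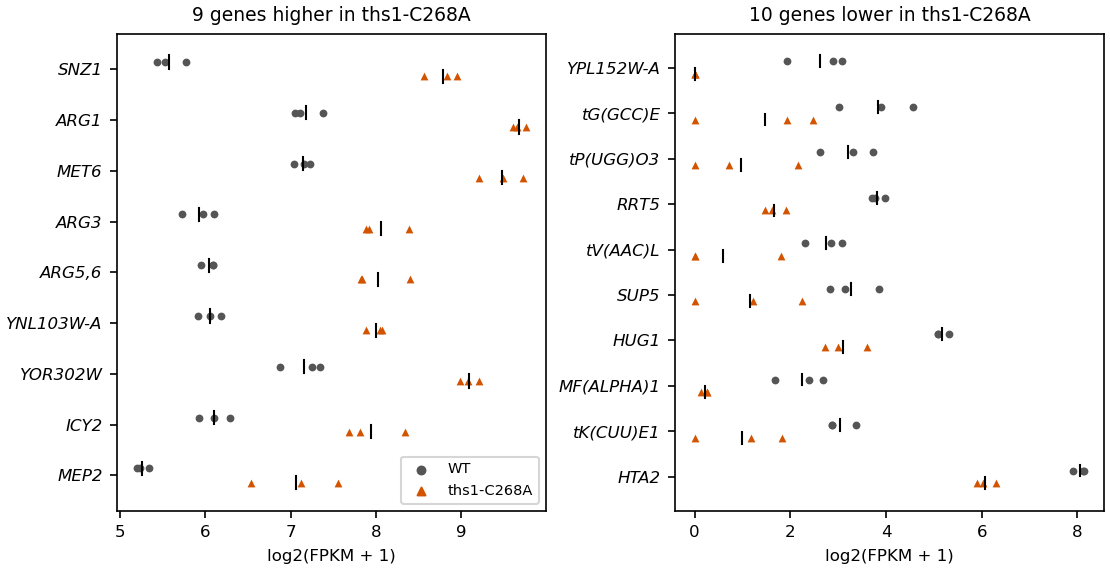
log2(FPKM + 1) in each of the 3 WT samples (circles) and 3 *ths1-C268A* samples (triangles) for the 9 genes with the largest increase (left) and the 10 with the largest decrease (right) among genes that passed the test and whose groups do not overlap. Vertical marks are means of 3 samples, and *ths1-C268A* samples of YPL152W-A lie at 0.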

Compared with the WT, multiple pathways were significantly changed in the ThrRS editing–defective strain (Table S1). Notably, the amino acid biosynthesis pathway was the most significantly upregulated (Fig. 1*A*). In contrast, significantly downregulated pathways include rRNA modification, ribosome biogenesis, cell cycle, DNA replication and repair, tricarboxylic acid cycle, and response to DNA damage (Fig. 1*B*).

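Genes of amino acid biosynthesis were higher in *ths1-C268A* in nearly every branch. Of 88 such genes, 66 were higher, 1 was lower and 21 did not pass the test, with a median log2 fold change of 0.82. Adjusted over the list alone, 71 were higher and 1 was lower. The lower gene was *ARO9*, an aromatic aminotransferase that also acts in the breakdown of amino acids, with a log2 fold change of -0.40 (adjusted p = 0.0144 from limma), named after its value was seen. Among the 46 lists tested, this list had the smallest p in camera (adjusted p = 2.1e-27), but adjusted p = 0.19 with an estimated correlation. The mean of the list, relative to the WT mean, was 0.76, 0.95 and 0.72 in the 3 *ths1-C268A* samples and lay between -0.081 and 0.045 in the WT samples.

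All 9 genes of arginine biosynthesis were higher, with a median log2 fold change of 1.63. *ARG1*, the argininosuccinate synthetase gene (YOL058W, chromosome XV, 219211 to 220473), was 144.9 ± 18.3 FPKM (SD, n = 3) in WT and 816.1 ± 47.4 FPKM (SD, n = 3) in *ths1-C268A* (standard error of the log2 fold change 0.11, adjusted p = 2.14e-05 from limma). *ARG4* rose by 1.63 and *ARG7* by 1.53. Of 10 genes of isoleucine, leucine and valine biosynthesis, 9 were higher, including *LEU4* (log2 fold change 1.68), *BAT1* (1.58), *LEU1* (1.34) and *ILV2* (1.11). Of 8 lysine genes, 7 were higher, led by *LYS1* (1.58) and *LYS20* (1.10). Of 18 genes of methionine, cysteine and sulfate assimilation, 13 were higher, among them *MET16* (1.18), *MET13* (1.11) and *MET14* (1.06).

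Of 9 genes of aspartate, asparagine and threonine biosynthesis, 8 were higher, including *ASN1* (from 67.3 to 212 FPKM), *HOM2* (log2 fold change 1.52) and *HOM3* (0.98). Of 14 aromatic amino acid genes, 9 were higher, including *TRP5* (1.20), *ARO4* (1.13) and *ARO1* (1.05). Of 6 histidine genes, 4 were higher, *HIS4* and *HIS5* by 1.19 each, *HIS7* by 0.73 and *HIS2* by 0.54. Of 7 serine and glycine genes, 4 were higher, *SER3* (1.37), which overlaps the transcript *SRG1*, *SHM2* (1.30), *SER1* (0.92) and *SER33* (0.44). Of 7 glutamate, glutamine and proline genes, 3 were higher, *GDH1* (1.10), *GLN1* (0.99) and *GLT1* (0.44). Adjusted over the list alone, the numbers of higher genes in these branches were 9 for arginine, 9 for isoleucine, leucine and valine, 7 for lysine, 14 for methionine and cysteine, 8 for aspartate, 10 for aromatic amino acids, 5 for histidine, 4 for serine and 3 for glutamate. Each branch was higher in camera, from adjusted p = 1.9e-10 for arginine to adjusted p = 0.033 for glutamate. With an estimated correlation, the branches had adjusted p between 0.13 for lysine and 0.31 for serine and for aspartate. The glutamate list did not pass with a mean of at least 10 FPKM (adjusted p = 0.051), without WT replicate A (0.051) or without *ths1-C268A* replicate A (0.068), and with the length and GC correction, added after the data were seen, the log2 fold change of *GLT1* was 0.22 (adjusted p = 0.0576 from limma). *HIS7* and *SER33* did not pass without WT replicate B (adjusted p = 0.0585 and 0.0631 from limma) or C (0.0598 and 0.0572). The paper states that Gcn4 activates this pathway through phosphorylation of eIF2α, which it calls a hallmark of the ISR.

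**Figure D2:**
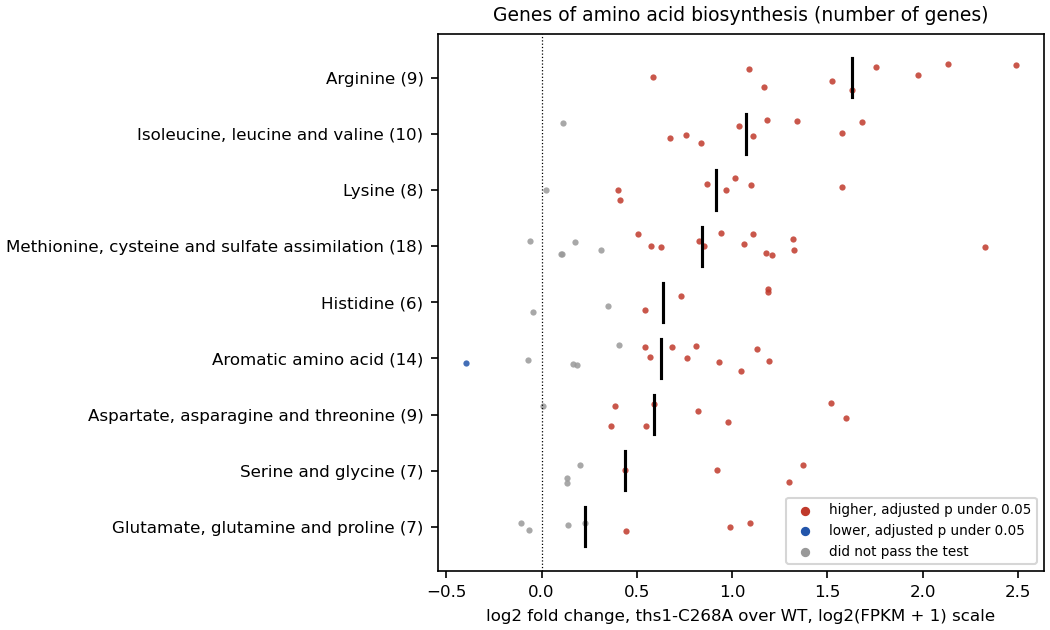
log2 fold change of each gene, *ths1-C268A* over WT, for 9 branches of amino acid biosynthesis, with the number of genes in parentheses. Red and blue points passed an adjusted p of 0.05, grey points did not, and black bars are medians. All 9 arginine genes lie to the right of 0.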

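Some guide RNAs of rRNA modification and some cell cycle genes were lower in *ths1-C268A*, and some genes of ribosome biogenesis and the TCA cycle were higher. Of 29 H/ACA snoRNAs, most of which guide pseudouridylation, 16 were lower, none was higher and 13 did not pass the test (median log2 fold change -0.70). *snR30*, which is not such a guide, fell by 1.22 on the log2 scale, from 52.2 to 21.9 FPKM, and the log2 fold change was -1.64 for *snR32* and -1.46 for *snR37*. Of 45 C/D snoRNAs, most of which guide ribose methylation, 14 were lower and 30 did not pass (median log2 fold change -0.75), with log2 fold changes of -1.71 for *snR63* and -1.87 for *snR17b*, a copy of the U3 RNA of pre-rRNA cleavage. The 1 C/D snoRNA that was higher was *snR69* (log2 fold change 0.35, adjusted p = 0.043 from limma), named after its value was seen. Adjusted over the list alone, 19 H/ACA snoRNAs were lower, and 16 C/D snoRNAs were lower and 1 was higher. In camera the adjusted p was 1.1e-07 for H/ACA and 2.5e-05 for C/D snoRNAs, with adjusted p = 0.19 and adjusted p = 0.13 with an estimated correlation. The 167 tRNA genes, whose RNAs also have no poly(A) tail, had a median log2 fold change of -0.49.

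Of 22 proteins of rRNA modification, 2 were higher, *KRE33* (log2 fold change 0.88) and *BMT2* (0.53, with an ORF on the opposite strand), none was lower and 20 did not pass, also with 2 higher when adjusted over the list alone. *BMT2* did not pass with an equal total over protein-coding genes (adjusted p = 0.0608 from limma), with limma-voom (0.0558), without any 1 of the WT samples (0.0564 to 0.0781) or without *ths1-C268A* replicate B (0.0509). The camera test of this list gave adjusted p = 0.14, and 0.0016, higher, without *ths1-C268A* replicate C. Of 126 ribosome biogenesis proteins, 46 were higher, none was lower and 80 did not pass, and 57 were higher when adjusted over the list alone. The median log2 fold change was 0.35 (adjusted p = 2.9e-09 in camera, adjusted p = 0.50 with an estimated correlation). *NOG1*, a GTPase of 60S assembly, was 60.6 FPKM in WT and 104.1 FPKM in *ths1-C268A*, *UTP14* rose by 0.80 and *LTV1* by 0.75. Relative to the WT mean, the mean of the list was 0.35, 0.51 and 0.082 in *ths1-C268A* replicates A, B and C. In WT replicates A, B and C it was 0.063, 0.039 and -0.1.

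Of 22 genes of the G1 to S transition, 11 were lower, none was higher and 11 did not pass (13 lower adjusted over the list alone). *CLB5*, an S-phase cyclin, fell by 0.70, the corepressor *NRM1* by 1.23, *TOS4* by 1.32 and thymidylate synthase *CDC21*, which has an ORF on the opposite strand, by 1.32. Of 61 genes of G2 to M and mitotic exit, 24 were lower, 6 were higher and 31 did not pass (28 lower and 6 higher adjusted over the list alone), with decreases of 1.22 for *HOF1*, 0.66 for the securin gene *PDS1* and 0.63 for *STU2*. In camera the adjusted p was 5.4e-05 and 8.2e-05 for these lists, with adjusted p = 0.13 and adjusted p = 0.30 with an estimated correlation.

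Of 59 DNA replication genes, 8 were lower, 4 were higher and 47 did not pass (adjusted p = 0.099 in camera). The lower genes included *CDC45* (log2 fold change -1.07), *CSM3* (-0.77), the primase subunit *PRI2* (-0.65) and *RFA2* (-0.46). The 4 higher genes were *MCM4* (0.50), *TAH11* (0.46), *PSF2* (0.39) and *ORC1* (0.37), named after their values were seen. Of 81 genes of DNA repair and the damage response, 12 were lower, 9 were higher and 60 did not pass (adjusted p = 0.35 in camera). The lower genes included *RTT109* (-1.44) and *RNR1* (-0.76), the large subunit of ribonucleotide reductase. Adjusted over the list alone, 6 replication genes were lower and 4 were higher, and 12 repair genes were lower and 9 were higher. Replication passed, as lower, with limma-voom (adjusted p = 0.046) and without *ths1-C268A* replicate B (0.031), and after correction for gene length and GC content, added after the data were seen, both lists passed as lower (0.0064 and 0.033).

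Of 20 TCA cycle genes, 8 were higher, none was lower and 12 did not pass, and 10 were higher when adjusted over the list alone (median log2 fold change 0.23, adjusted p = 6.2e-05 in camera, adjusted p = 0.24 with an estimated correlation). Among those with the smallest p were genes that act beside the cycle, *IDP1*, the mitochondrial NADP-dependent isocitrate dehydrogenase (log2 fold change 1.32), and the pyruvate carboxylases *PYC1* (0.86) and *PYC2* (0.70). Fold change rose with gene length in these data, and after the length and GC correction the ribosome biogenesis and TCA cycle lists had medians of 0.31 and 0.20.

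**Figure D3:**
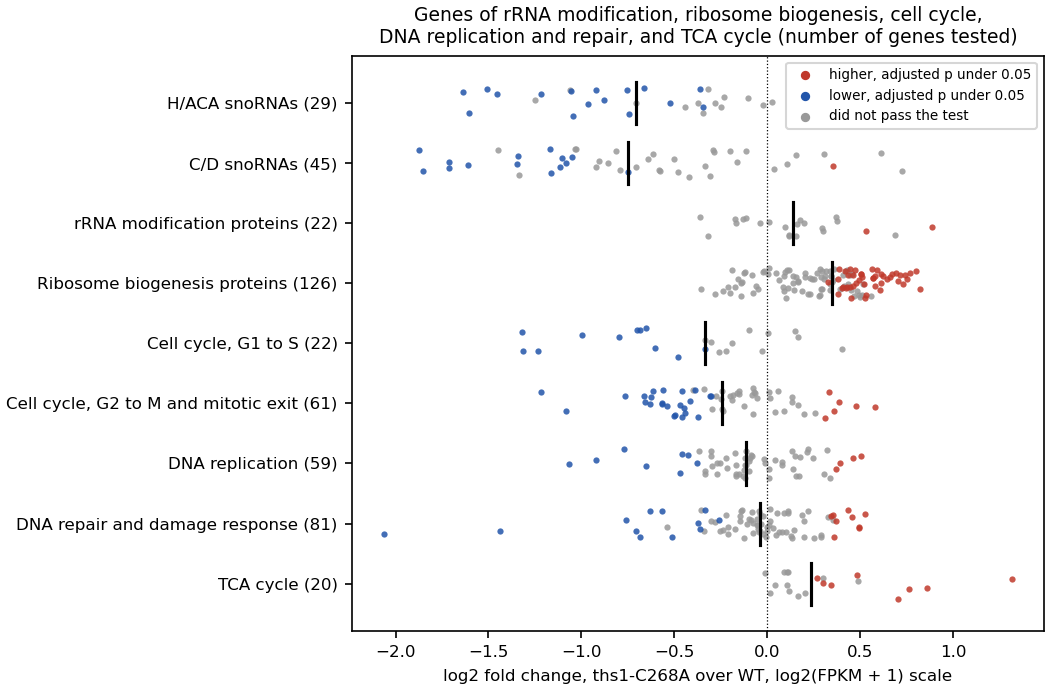
log2 fold change of each gene, *ths1-C268A* over WT, for 9 lists, with the number of genes tested in parentheses. Red and blue points passed an adjusted p of 0.05, grey points did not, and black bars are medians. Both snoRNA lists and both cell cycle lists have medians below 0, and the ribosome biogenesis and TCA cycle lists have medians above 0.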

**Figure 1:**
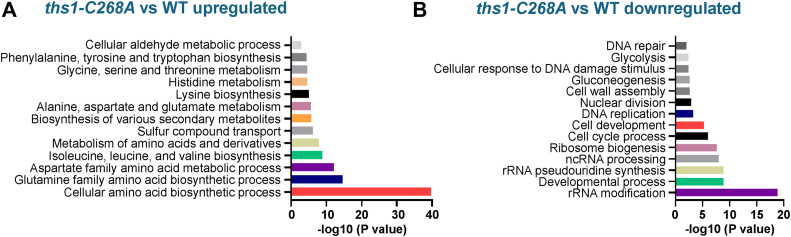
**Transcriptome analysis of ThrRS editing–defective mutant *ths1-C268A* and WT yeast under heat stress.** Cells were grown in YPD to the log phase at 30 °C and shifted to 37 °C for 2 h. Upregulated (*A*) and downregulated (*B*) pathways in the *ths1-C268A* strain are shown. Three biological replicates were performed for each strain. ThrRS, threonyl-tRNA synthetase; YPD, yeast peptone dextrose.

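Several further gene groups bear on the other bars of Fig. 1, each represented by a list written from textbook knowledge and not by the gene set behind the bar. Of 7 transporters of sulfur compounds, 5 were higher in *ths1-C268A* and none was lower, also 5 when adjusted over the list alone (median log2 fold change 0.84). These were the cysteine transporter *YCT1* (1.16), the methionine permease *MUP3* (1.04), *MMP1* (1.02), *SAM3* (0.84) and *MUP1* (0.38), the last named after its value was seen. The list passed in camera (adjusted p = 1.8e-04, adjusted p = 0.14 with an estimated correlation). Of 20 genes of aldehyde metabolism, 4 were higher, 1 was lower and 15 did not pass, with the same counts adjusted over the list alone, and the list did not pass (adjusted p = 0.44). *ALD5*, a mitochondrial aldehyde dehydrogenase, rose by 1.05, *GCY1*, which has an ORF on the opposite strand, by 0.48 and *AAD3* by 0.46, and *ALD3* fell by 0.73. *AAD15* (0.89) was the other higher gene, named after its value was seen. *ALD3* did not pass without WT replicate B (adjusted p = 0.0651 from limma) or C (0.0572) or *ths1-C268A* replicate B (0.0526), nor *AAD3* without WT replicate B (0.0531).

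Of 20 glycolysis genes, 9 were lower, none was higher and 11 did not pass (10 lower adjusted over the list alone). *TPI1*, triose phosphate isomerase, was 841.6 FPKM in WT and 382.1 FPKM in *ths1-C268A*, and the log2 fold change was -1.25 for *TDH2*, -0.86 for *ENO1* and -0.72 for *EMI2*. *TDH2* and *ENO1* have paralogs of nearly identical sequence that can share fragments. The list had a median log2 fold change of -0.41 (adjusted p = 1.7e-06 in camera, adjusted p = 0.21 with an estimated correlation). Of 12 genes of gluconeogenesis and the glyoxylate cycle, *CIT2* was higher (0.60) and *FBP1*, fructose-1,6-bisphosphatase, was lower (-0.82), also when adjusted over the list alone, and the list did not pass (adjusted p = 0.52). *CIT2* did not pass with an equal total over protein-coding genes (adjusted p = 0.0513 from limma) or without WT replicate A (0.0726) or B (0.104) or *ths1-C268A* replicate C (0.0569), nor *FBP1* without WT replicate B (0.0588) or C (0.0641).

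Of 49 cell wall genes, 18 were higher, 4 were lower and 27 did not pass (23 higher and 5 lower adjusted over the list alone). The cell wall protein gene *HSP150* rose from 891 to 2306 FPKM (log2 fold change 1.36) and *SLT2*, the MAP kinase of the cell integrity pathway, by 0.91, while *TIR1* fell by 1.45 and *GAS3* by 0.80. The other 2 lower genes, *GAS2* (-0.47) and *CIS3* (-0.47), are named after their values were seen. The list was higher in camera (adjusted p = 0.0018, adjusted p = 0.50 with an estimated correlation). Of 61 genes of sporulation and the spore wall, 27 were lower, 4 were higher and 30 did not pass (28 lower and 4 higher adjusted over the list alone). *SPR28*, a septin of sporulation, fell by 1.24, *DON1* by 0.92, *REC102* by 0.91 and the kinase gene *IME2* by 0.69. *ADY3* (0.61), *IME1* (0.58), *SPO75* (0.54) and *SPO14* (0.52) were the higher genes, named after their values were seen. The list had a median of -0.44 (adjusted p = 1.2e-06 in camera, adjusted p = 0.16 with an estimated correlation).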

### ThrRS editing deficiency activates the ISR in a Gcn2-dependent manner

In yeast, the amino acid biosynthesis pathway is activated by Gcn4 *via* phosphorylation of eIF2α (Fig. 2*A*), which is a hallmark for the activation of the ISR (34, 37). The 5′ of the *GCN4* gene contains four upstream ORFs (uORFs) (34). When the ISR is not activated, translation of these uORFs blocks translation of the downstream *GCN4* ORF. Phosphorylation of eIF2α allows the ribosome to bypass the uORFs and translate *GCN4*. As a reporter for eIF2α phosphorylation and ISR activation, the pJD821 plasmid contains a *lacZ* gene with upstream *GNC4* uORFs (27). As a positive control, pJD823 contains *lacZ* but not uORFs, allowing constitutive expression of *LacZ* independent of ISR activation. We transformed pJD821 and pJD823 into WT and *ths1-C268A* strains. Cells were cultured at 30 °C to the log phase, followed by 2 h of treatment at 37 °C before the β-galactosidase assay. 

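In the transcriptome samples, the mRNA of the chromosomal *GCN4* gene was 707.2 ± 25.7 FPKM (SD, n = 3) in WT and 966.7 ± 126.3 FPKM (SD, n = 3) in *ths1-C268A*, a log2 fold change of 0.44 (standard error 0.12, adjusted p = 0.0291 from limma). Each *ths1-C268A* sample (849.1, 1100.1 and 950.8 FPKM) lay above each WT sample (732.5, 681.2 and 707.9 FPKM), for which a two-sided exact permutation test gives 0.1, the smallest p that 3 samples against 3 allow. *GCN4* (YEL009C) lies on the minus strand of chromosome V of R64, with its coding sequence from 138918 to 139763. The 4 uORFs stand in the leader at 140113 to 140124 (ATGGCTTGCTAA), 140048 to 140056 (ATGTGTTAA), 139928 to 139939 (ATGTACCCGTAG) and 139903 to 139914 (ATGTTTCCGTAA). These values are levels of mRNA, and translation of *GCN4* was not measured in these samples.

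Of 10 genes that Gcn4 is known to activate outside amino acid synthesis, 8 were higher, none was lower and 2 did not pass (9 higher adjusted over the list alone). Among them were *SNO1*, which acts with *SNZ1* in vitamin B6 synthesis (from 24.8 to 71.4 FPKM), and *TMT1* (log2 fold change 0.95). The median of this list was 0.72 (adjusted p = 7.1e-08 in camera, adjusted p = 0.13 with an estimated correlation). Of 18 genes of ISR signaling, 4 were higher, 1 was lower and 13 did not pass, with 4 higher and 2 lower adjusted over the list alone, and the list did not pass (adjusted p = 0.35). Besides *GCN4*, 3 genes of eIF2B subunits were higher, *GCD1* (0.56), *GCD6* (0.30) and *GCD7* (0.28, adjusted p = 0.0486 from limma), the last named after its value was seen. *RPP2A*, a P2 protein of the ribosomal P stalk, fell by 0.49. The kinase gene *GCN2* had a log2 fold change of 0.21 (adjusted p = 0.17), *GCN1* of 0.12 (adjusted p = 0.487) and *SUI2*, the eIF2α gene, of 0.21 (adjusted p = 0.268), all from limma. The P1 genes *RPP1A* and *RPP1B* had log2 fold changes of -0.36 (adjusted p = 0.0542) and -0.31 (adjusted p = 0.16) from limma. *RPP1A* passed as lower with an equal total over protein-coding genes (adjusted p = 0.0209), with limma-voom (0.0038), without the variance trend (0.026) and with a mean of at least 10 FPKM (0.0428), and *RPP1B* with limma-voom (0.0457) and without *ths1-C268A* replicate A (0.0256), all from limma.

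*GCN4* and *GCD6* did not pass with an equal total over protein-coding genes (log2 fold changes of 0.33 and 0.18, adjusted p = 0.0617 and 0.135 from limma). *GCD6* also did not pass with limma-voom (adjusted p = 0.114 from limma), without the variance trend (0.0653) or with the replicate block (0.0931). Nor did *GCD6* pass with the length and GC correction (adjusted p = 0.0616 from limma). Over the fits that leave out 1 sample, the adjusted p of *GCN4* was 0.0142 without *ths1-C268A* replicate A and lay between 0.0523 and 0.119 without any other sample, that of *GCD6* was 0.0682 to 0.169 without any sample but *ths1-C268A* replicate A, that of *GCD1* was 0.0598 without WT replicate C, and that of *RPP2A* was 0.0539 to 0.0975 without any 1 of the WT samples and 0.158 (log2 fold change -0.31) with the length and GC correction, added after the data were seen.

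**Figure D4:**
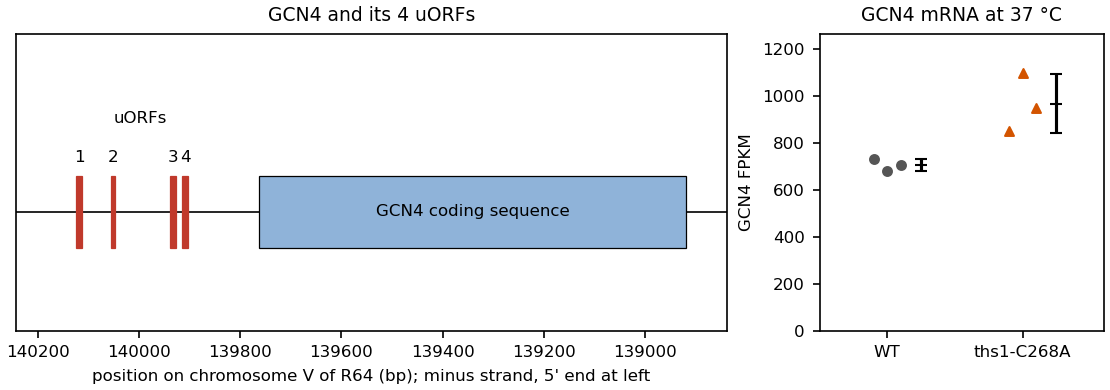
Left, the *GCN4* coding sequence (blue) and its 4 uORFs (red) on chromosome V of R64, drawn to scale in the direction of transcription. Right, *GCN4* FPKM in each of 3 WT samples (circles) and 3 *ths1-C268A* samples (triangles), with mean and SD beside them, from 681.2 to 732.5 in WT and from 849.1 to 1100.1 in *ths1-C268A*.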

As shown in Figure 2*B*, *GCN4* expression was significantly increased by the *ths1-C268A* mutation, consistent with our RNA sequencing result. In yeast, Gcn2 is the only known kinase to phosphorylate eIF2α. We confirmed that activation of the ISR in *ths1-C268A* was dependent on Gcn2, as deleting the *gcn2* gene abolished *GCN4* expression in the *ths1-C268A* strain (Fig. 2*C*).

**Figure 2:**
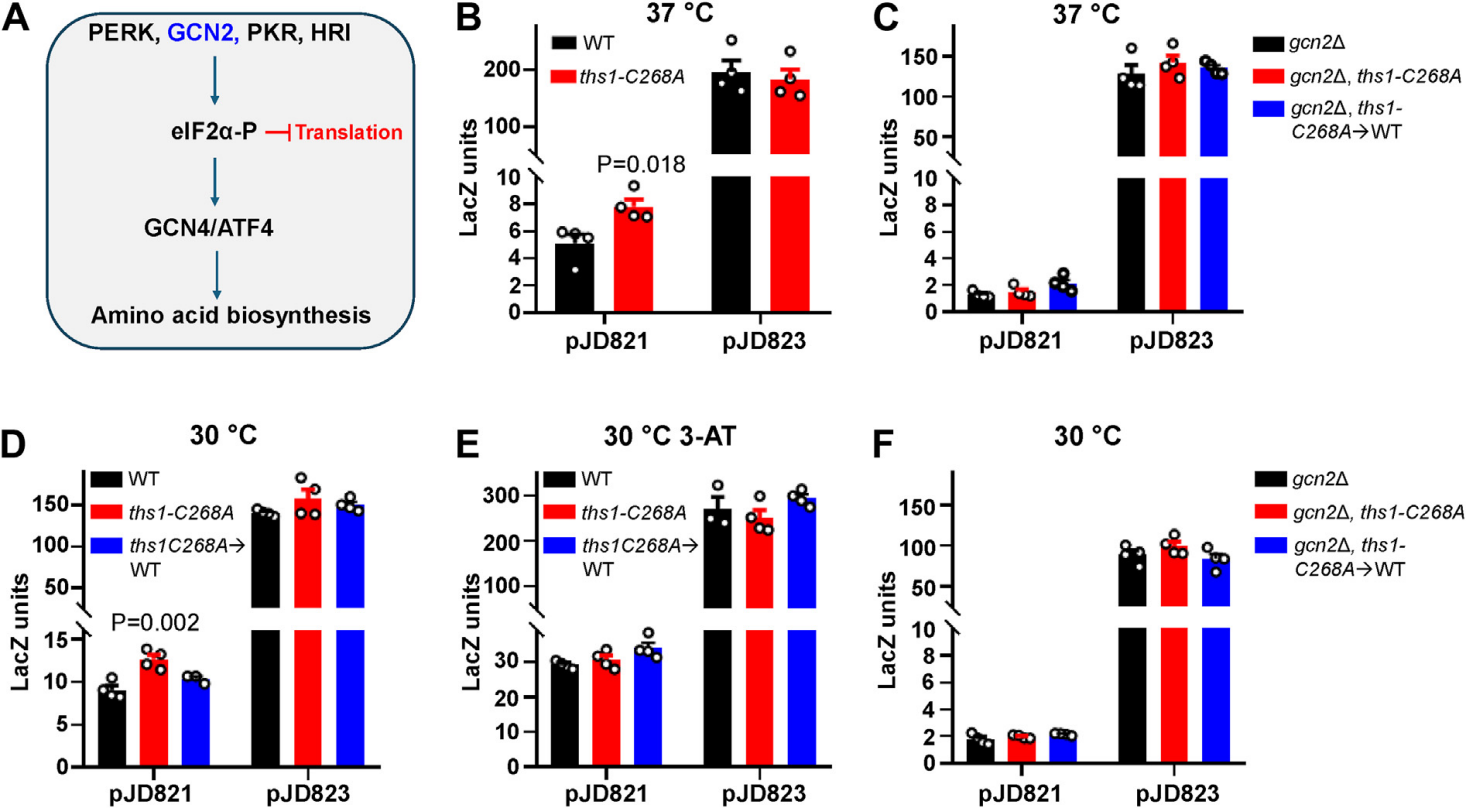
***ths1-C268A* mutation activates the integrated stress response (ISR).***A*, the ISR is activated by four protein kinases, PERK, GCN2, PKR, and HR, in mammals. GCN2 is the only kinase known to activate the ISR in yeast. The ISR attenuates global protein synthesis and activates amino acid biosynthesis *via* GCN4–ATF4. *B*–*F*, expression of *GCN4* shown by LacZ reporters. pJD821 contains all the regulatory elements (uORFs) for *GCN4* expression; pJD823 is a positive control without the regulatory elements. Cells were treated with 100 mM 3-AT before the LacZ assay in (*E*). *GCN4* expression (pJD821) is increased in *ths1-C268A* compared with the WT, suggesting that this mutation activates the ISR at both 30 and 37 °C. Each *circle* represents one biological replicate. Error bars represent one standard deviation from the mean. The *p* values are determined using the unpaired *t* test (*B*) and one-way ANOVA with Dunnett’s test (*C*–*F*). 3-AT, 3-aminotriazole; uORF, upstream ORF.

In addition to abolishing the editing activity, the *ths1-C268A* mutation also decreases the stability of ThrRS at 37 °C (26). A decreased level of aaRSs may lead to the accumulation of uncharged tRNAs and activation of the ISR. Because the stability of the ThrRS C268A mutant protein is not affected at the normal temperature for yeast (30 °C), we decided to test whether an editing defect alone is sufficient to induce the ISR at 30 °C. We found that the *ths1-C268A* mutation also activated the Gcn2-dependent ISR at 30 °C (Fig. 2*D*). We further used the *ths1-C268A*→WT revertant to show that activation of the ISR was indeed because of the *ths1-C268A* mutation (Fig. 2*D*) but not off-target mutations in the CRISPR-engineered strain. Further addition of the His analog 3-aminotriazole increased *GCN4* expression in all three strains to the same level (Fig. 3*E*), and deleting *gcn2* abolished *GCN4* expression at 30 °C (Fig. 3*F*). Collectively, these results support that ThrRS editing deficiency, like AlaRS, activates the ISR in a Gcn2-dependent manner.

**Figure 3:**
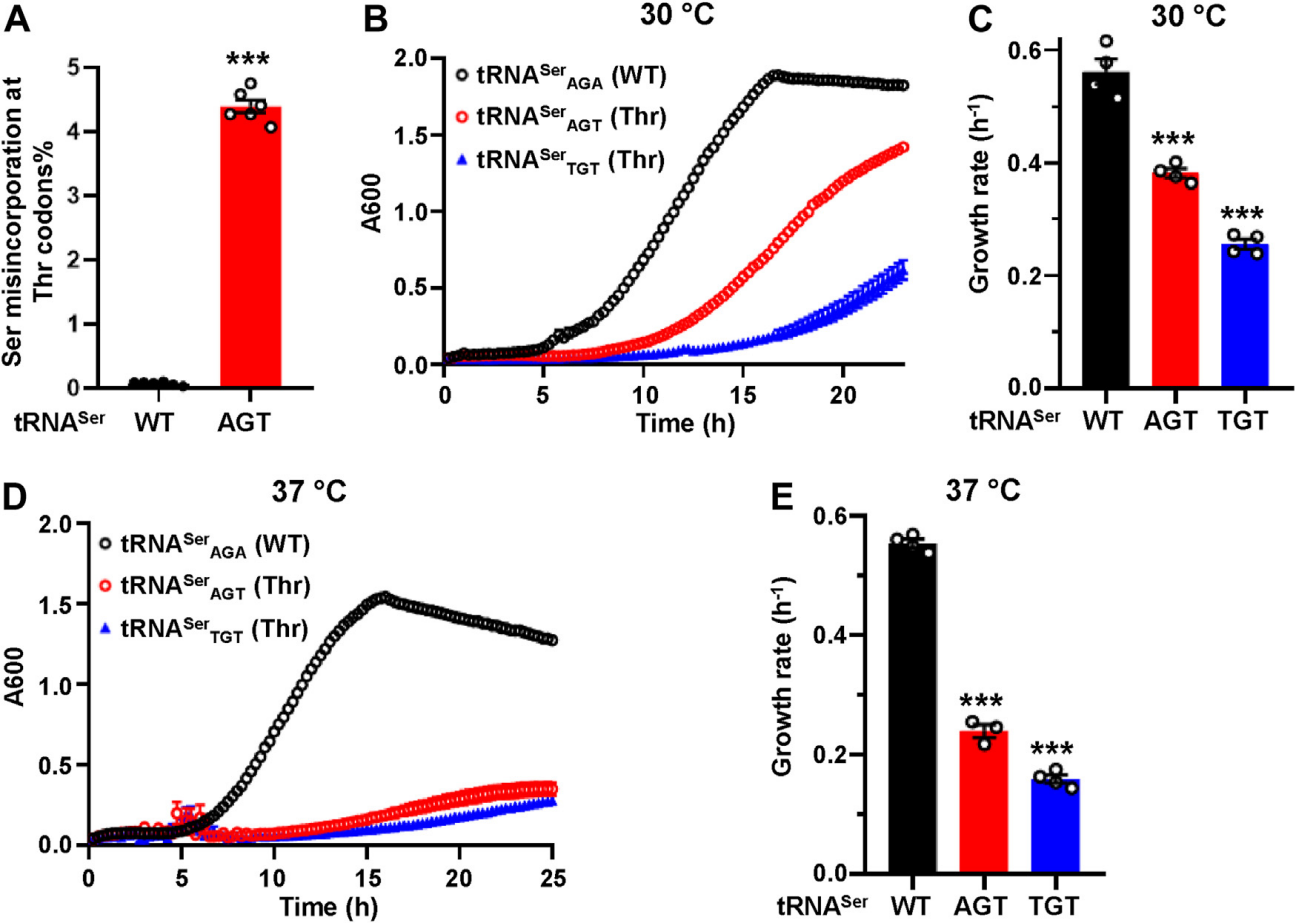
**Serine mistranslation at Thr codons caused by expressing tRNA^Ser^ variants impair growth.***A*, Ser misincorporation at Thr codon was determined using an S68T β-lactamase variant. Growth curves and rates of WT yeast carrying pRS315-tRNA^Ser^ variants at 30 °C (*B* and *C*) and 37 °C (*D* and *E*). *B* and *D*, show the mean growth of at least three biological replicates with error bars indicating one standard deviation. Each *circle* in (*A*, *C*, *E*) represents one biological replicate. *B*, error bars represent one standard deviation from the mean. The *p* values are determined using unpaired *t* test (*A*) and one-way ANOVA with Dunnett’s test (*C* and *E*). ∗∗∗*p* < 0.001.

### Severe Ser misincorporation at Thr codons by tRNA^Ser^ variants causes growth defects

In addition to aaRS-editing defects, amino acid mistranslation can also result from tRNA variants, particularly in the anticodons. Anticodon variants of tRNAs are indeed frequently found in human populations (44), and mistranslating tRNAs are actively pursued as novel gene therapies to treat genetic diseases (45, 46). To test whether mistranslating tRNAs affect fitness and activate the ISR, we mutated the anticodon of tRNA^Ser^ from AGA (WT) to AGT and TGT to recognize Thr codons instead of Ser codons and expressed the tRNAs in WT yeast on a single-copy plasmid (pRS315). Seryl-tRNA synthetase does not recognize the anticodon and attaches Ser to tRNA^Ser^ anticodon variants (47). Using a β-lactamase reporter assay (26), we found that expressing tRNA^Ser^_AGT_ increased the Ser misincorporation rate at the ACT Thr codon to ∼4% (Fig. 3*A*). Expressing tRNA^Ser^_AGT_ or tRNA^Ser^_TGT_ impaired growth at 30 °C and almost abolished growth at 37 °C (Figs. 3 and S1), suggesting that severe Ser mistranslation is harmful to cells even at normal temperatures. The growth defect at 30 °C is more severe in the tRNA^Ser^_TGT_ strain compared with tRNA^Ser^_AGT_, indicating that Ser mistranslation at ACA/ACG codons is more harmful than at ACT codons.

### Ser misincorporation activates the ISR without increasing uncharged tRNAs

Our results using AlaRS and ThrRS editing–defective strains imply that Ser mistranslation activates the ISR. To validate this concept, we tested whether tRNA^Ser^ mistranslating variants activate the ISR. We transformed plasmids expressing tRNA^Ser^_AGA_ (WT), tRNA^Ser^_TGT_ (Thr), tRNA^Ser^_AGC_ (Ala), and the empty vector. Expressing the WT tRNA^Ser^_AGA_ did not affect growth compared with the vector control but expressing the mistranslating tRNAs decreased growth (Figs. 4*A* and S2). Both tRNA^Ser^_TGT_ and tRNA^Ser^_AGC_ enhanced *GCN4* expression (Fig. 4*B*). *GCN4* expression is controlled by phosphorylation of eIF2α at Ser51 (34). We therefore directly tested eIF2α phosphorylation in the aforementioned yeast strains. As shown in Figure 4, *C* and *D*, expressing tRNA^Ser^_AGA_ (WT) led to a similar base level of eIF2α-P, whereas mistranslating tRNA^Ser^_TGT_ (Thr) and tRNA^Ser^_AGC_ (Ala) significantly increased the level of eIF2α-P, consistent with the *GCN4* reporter results (Fig. 4*B*). Deleting *gcn2* abolished the phosphorylation of eIF2α in all tested strains (Fig. 4*C*), confirming that mistranslation-activated ISR depends on Gcn2.

**Figure 4:**
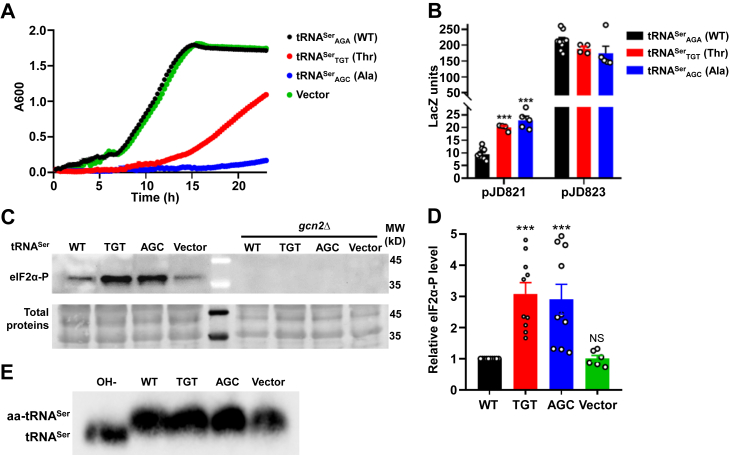
**Mistranslating tRNA^Ser^ variants activates the ISR without increasing uncharged tRNA^Ser^**. *A*, growth curve of WT yeast expressing tRNA^Ser^ variants in SD-Leu medium at 30 °C. The growth curves are the mean of at least three biological replicates with error bars indicating one standard deviation. *B*, expression of *GCN4* shown by LacZ reporters in yeast expressing tRNA^Ser^ variants. *C*, eIF2α phosphorylation detected by Western blot. Total proteins are revealed by Ponceau staining of the transferred membranes. *D*, quantitation of the eIF2α phosphorylation level in the Western blots normalized by total proteins. *E*, acidic northern blot showing aminoacylated and deacylated tRNA^Ser^. OH- treatment deacylates the aa-tRNA. Each *circle* in (*B* and *D*) represents one biological replicate. Error bars represent one standard deviation from the mean. The *p* values are determined using one-way ANOVA with Dunnett's test. ∗∗∗*p* < 0.001. *C* and *E*, show representative images of at least three biological replicates. aa-tRNA, aminoacyl-tRNA; eIF2α, eukaryotic initiation factor 2 α-subunit; ISR, integrated stress response; SD, synthetic defined.

A possible mechanism of mistranslation-induced ISR is the accumulation of uncharged tRNAs. To test this, we used an acidic northern blot assay to probe the charging level of tRNA^Ser^. We found that tRNA^Ser^ was close to 100% aminoacylated in all four strains (Fig. 4*D*), indicating that Ser mistranslation promotes the ISR without elevating the level of uncharged tRNAs.

### Ser misincorporation activates the ISR *via* the P stalk

Our *GCN4* reporter and eIF2α-P results demonstrate that Ser misincorporation activates the ISR through Gcn2 (Figs. 2 and 4). Gcn2 is recruited to the ribosome by Gcn1 upon ribosome collision, and Gcn1 is essential for the association of Gcn2 to the ribosome (39, 48, 49) (Fig. 5*A*). We found that knocking out *gcn1* abolished eIF2α phosphorylation (Fig. 5*B*), indicating that eIF2α phosphorylation (therefore activation of the ISR) upon Ser mistranslation requires Gcn2 to associate with the ribosome. A recent study shows that the P1/P2 stalk on the ribosome is essential for starvation-independent activation (*e.g.*, by ribosome inhibitors) of the ISR (39). Interestingly, accumulation of uncharged tRNAs resulting from starvation does not require the P stalk to activate phosphorylation of eIF2α. We thus tested the role of the ribosome P stalk in mistranslation-induced eIF2α phosphorylation. Deleting both copies of P1 (P1A and P1B) eliminated the difference between the tRNA^Ser^_AGA_ (WT) and tRNA^Ser^_TGT_ (Thr) strains in eIF2α phosphorylation (Fig. 5, *C* and *D*), further supporting that ribosome is needed for eIF2α phosphorylation upon Ser mistranslation. This result also suggests Ser mistranslation activates the ISR through ribosome collision instead of uncharged tRNAs, which is consistent with our acidic northern blot result showing that mistranslating tRNAs do not increase the level of uncharged tRNAs (Fig. 4*D*).

**Figure 5:**
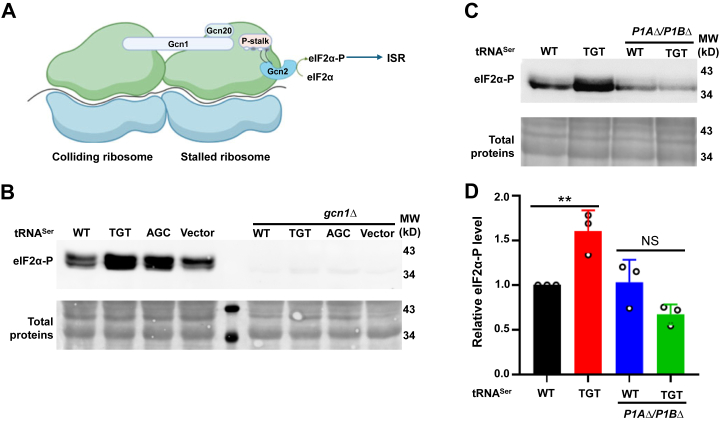
**Activation of eIF2α by Ser mistranslation requires Gcn1 and the P stalk.***A*, ribosome collision is sensed by Gnc1, which recruits Gcn2 to the stalled ribosome. Ribosome stalling caused by inhibitors activates Gcn2 to phosphorylate eIF2α and induce the ISR. *B* and *C*, eIF2α phosphorylation detected by Western blot. Total proteins are revealed by Ponceau staining of the transferred membranes. *D*, quantitation of Western blot results in *C*. Images are representative of at least three biological replicates. eIF2α, eukaryotic initiation factor 2 α-subunit; ISR, integrated stress response.

## Discussion

The central dogma explains the flow of genetic information from DNA through mRNA to proteins. Besides aminoacylation, around half of the aaRSs have evolved editing activities to ensure accurate protein synthesis (4, 50). Given the central role of aaRSs in robust and faithful translation, it is not surprising that pathogenic mutations in aaRSs are increasingly associated with various human diseases, including peripheral neuropathies (8, 9, 51), brain development (52, 53), neurodegenerative diseases like Alzheimer’s disease (54), autoimmune disorders (55), cancer (18, 56), and cardiovascular diseases (57, 58, 59, 60). Almost all cytosolic and mitochondrial aaRSs are implicated in the pathology of the human nervous system (53, 61). CMT, a peripheral neurological disease characterized by muscle weakness and limb atrophy, was the first discovered neurological disorder to be linked to aaRS mutations (8). Cytosolic aaRS mutations leading to CMT are dominant and do not often cause aminoacylation defects (9). Recent studies using mice models and human cell lines suggest that chronic activation of the ISR plays a central role in CMT caused by aaRS mutations (40). CMT-causing GlyRS (or GARS) mutants sequester tRNA^Gly^ and reduce the supply of Gly-tRNA^Gly^ to the ribosome, leading to ribosome stalling and activation of the ISR. Inhibiting ISR by deleting *gcn2* or using a small-molecule inhibitor ISRIB remarkably alleviates the symptoms in mice (40). Overexpressing tRNA^Gly^ in GlyRS mutant flies and mice also suppresses the ISR and rescues the neuropathy phenotype (41). Whether ISR activation is responsible for peripheral neuropathies caused by other aaRS mutations remains to be determined.

In contrast to the dominant aaRS mutations affecting peripheral neurons, cytosolic aaRS mutations affecting the central nervous system are biallelic and recessive (9, 52). Biallelic aaRS mutations identified in patients often decrease the aminoacylation efficiency or the stability of the mutant aaRSs (14, 15, 16, 52). Decreased aminoacylation efficiency has been shown to activate the ISR in yeast and mammalian cells (27, 43), likely through the accumulation of uncharged tRNAs. Multiple pathogenic mutations have also been mapped to the editing sites of AlaRS and ThrRS (14, 15, 16). Here, we show that Ser misincorporation at Ala and Thr codons robustly activates the ISR. Interestingly, the tRNA charging level appears to be unchanged (Fig. 4*D*), raising the question as to how mistranslation activates the ISR. Recent studies reveal that ribosome stalling and collision can induce the ISR (38, 39, 62, 63). Recruitment of Gcn2 to the ribosome depends on Gcn1 (48, 49), which binds to stalled ribosomes as revealed by structural analyses (64). We show that deleting *gcn1* or the P stalk of the ribosome abolishes phosphorylation of eIF2α in mistranslating strains (Fig. 5), leading us to speculate that Ser mistranslation results in aberrant translation elongation that leads to ribosome stalling. How this occurs remains an intriguing question for future exploration. It is important to note that not all mistranslation events activate the ISR. Indeed, previous work shows that editing defects in PheRS attenuate, rather than activate, the ISR in yeast (65). One possible explanation for the difference between various mistranslation events is that misincorporation of Ser at Ala and Thr codons specifically leads to defective ribosomes with slow kinetics. Alternatively, Ser misincorporation may directly slow down ribosome elongation at specific codons. Our work thus underscores the heterogeneous cellular responses to different types of translational errors.

## Experimental procedures

### Materials, media, and strains

All *Saccharomyces cerevisiae* strains used here were derivatives of BY4741. *Escherichia coli* DH5α grown in LB medium was used for molecular cloning. Gene knockout was generated by replacing the coding regions with the *HIS2* or *LEU* gene and verified by PCR. Yeast point mutation mutants and gene knockout strains were grown in the YPD media (1% yeast extract, 2% peptone, and 2% glucose). To induce Ser misincorporation into Thr or Ala codons, the anticodon of tRNA^Ser^ was mutated and cloned to pRS315. For strains harboring plasmids, they were grown in synthetic defined (SD) dropout medium (0.17% yeast nitrogen base, 0.5% ammonium sulfate, 2% glucose, and 0.14% amino acid dropout mix, -His, -Leu, or -Ura).

### Transcriptome analysis

WT and *ths1-C268A* cells were grown at 30 °C to the midlog phase and further cultured at 37 °C for 2 h. Total RNA was prepared using an RNA extraction kit (Qiagen). Library construction and Illumina sequencing were performed by Novogene.

### Spot assay

Yeast cells from single colonies were resuspended in SD-Leu, grown at 30 °C to saturation, and diluted 1:50 for continued growth to the log phase. Aliquots with serial dilutions (10^0^ to 10^−5^) were spotted on SD-Leu agar plates, which were incubated at 30 °C or 37 °C for 3 days before imaging.

### Growth and temperature sensitivity analysis

The yeast cells were grown in YPD or SD-Leu at 30 °C to saturation and 1:50 in YPD or SD-Leu in 96-well plate. Growth was performed in a microplate reader (Synergy H1; BioTek).

### **β**-lactamase assay

A β-lactamase assay was used to determine the Ser misincorporation rate in the yeast cells as described (26, 27).

## Data availability

The RNA-sequencing data are deposited in Genome Expression Omnibus (accession no.: GSE284986): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284986.

## Supporting information

This article contains supporting information (26).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Serine mistranslation induces the integrated stress response through the P stalk
**Source:** J Biol Chem. 2025 Mar 25;301(5):108447. doi: 10.1016/j.jbc.2025.108447
**Supplement:** Supporting information

SUPPORTING INFORMATION

**Serine mistranslation induces the integrated stress response through the P stalk**

Hong Zhang^1*^, Jiqiang Ling^1*^

**Supplemental experimental procedures**

***β-galactosidase assay***

To test the expression of *GCN4*, yeast strains carrying pJD821 and pJD823 reporters were grown in SD dropout media to A600 of 1.0-1.2 at 30 °C. 700 µl of cultures were collected and resuspended in 700 µl Z-buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCl, and 1 mM MgSO_4_), and cell density was measured by OD_600_. Cells were lysed by adding 100 µl Chloroform and 50 µl 0.1% SDS and vortexing for 15 s. The reaction was started by the addition of 0.2 ml prewarmed ONPG (o-nitrophenyl-β-galactoside, 4 mg/ml in Z-buffer), and terminated by adding 500 µl Na_2_CO_3_ (1 M). Cell debris was removed by centrifugation, and OD_420_ of the supernatant was determined using a platereader (Synergy HT, BioTek). The β-galactosidase activity was calculated according to the following equation: LacZ units (or Miller units) = 1000*OD_420_/(time*volume*OD_600_).

***Acidic northern blot***

Total RNA of yeast cells was extracted using a hot phenol method. Pellets were dissolved in sodium acetate buffer (pH5.2). All samples were stored at -80 °C till use. Acidic northern blot was conducted as described (1).

***Western blot***

Western blot was essentially performed as described (1). Yeast cultures were grown 10-30 h to A600 of 1.0-1.2, and total proteins were extracted using TCA precipitation. Samples were separated on 12% SDS-PAGE gels and transferred to nitrocellulose membranes, A standard Western blotting procedure was followed. The rabbit anti-eIF2α-P antibody (Thermo) with 1:1000 dilution and goat anti-mouse IgG-HRP secondary antibody (Invitrogen) with 1:5000 dilution were used. The anti-eIF2α-P antibody was validated with the *gnc2*Δ strain and the correct molecular weight. Ponceau S Staining was used to reveal the total proteins according to the manufacturer’s protocol (Acros Organics). Nitrocellulose membranes were treated with ECL chemiluminescent substrate reagents (Bio-Rad) and visualized using a ChemiDoc Imaging System (Bio-Rad). The signals of eIF2α-P were quantitated using Image J (National Institutes of Health, USA) and normalized with total proteins.

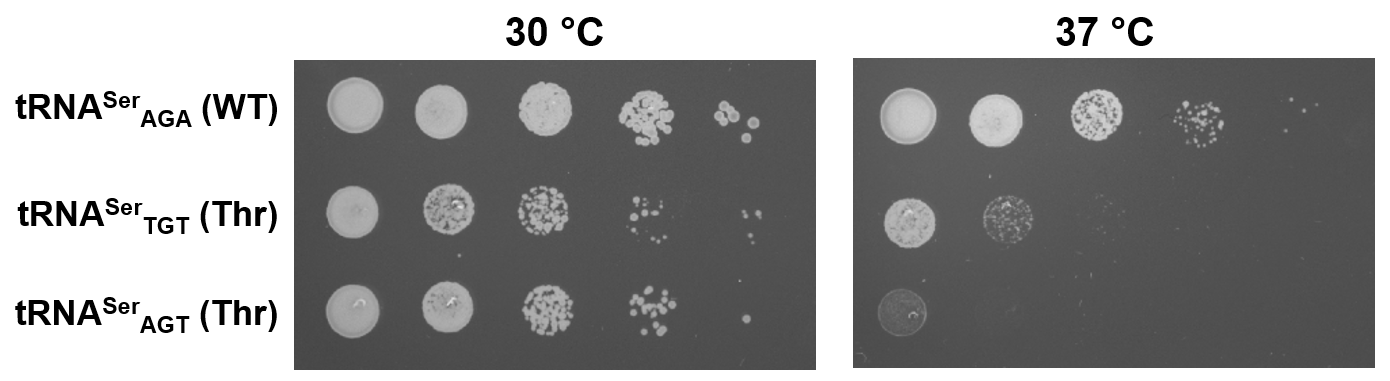

**Figure S1. Growth of yeast strains expressing tRNA^Ser^ variants.** 10-fold serial dilutions of saturated liquid cultures were performed, and aliquots were sported on agar SD-Leu agar plates, which were incubated at 30 or 37 °C for 3 days before imaging. The images are representatives of four biological replicates.

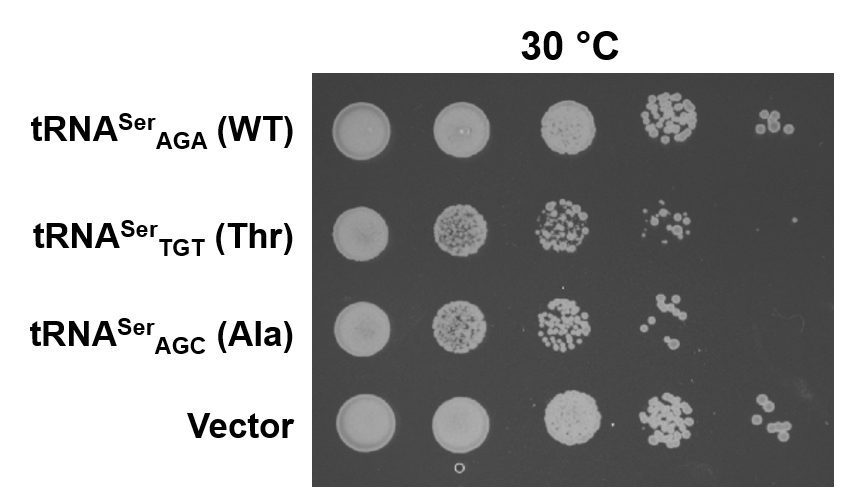

**Figure S2. Growth of yeast strains expressing tRNA^Ser^ variants and a vector control.** The assay was performed as in Figure S1.

1. Zhang, H., Murphy, P., Yu, J., Lee, S., Tsai, F. T., van Hoof, A., and Ling, J. (2023) Coordination between aminoacylation and editing to protect against proteotoxicity. *Nucleic Acids Res* **51**, 10606-10618

How the deposited data were processed for this re-analysis (not part of the article)

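The deposited data are one table of gene expression for 3 WT and 3 *ths1-C268A* samples of *Saccharomyces cerevisiae*, grown at 30 °C and shifted to 37 °C for 2 h. The paper calls the 3 samples of each strain biological replicates. Total RNA was prepared with a Qiagen kit, and libraries and Illumina sequencing were made by Novogene. The authors deposited FPKM values with gene coordinates, coding lengths and gene types. HISAT2 is named in the submitters' processing notes without a version. The counting tool, the annotation, the strandedness of the libraries and whether they were selected for poly(A) RNA are not given in the sources used here. Without strand, the fragments of genes that overlap on opposite strands cannot be told apart.

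The table held 7122 genes. Of 6045 with a RefSeq locus tag, 6033 had the same chromosome, start and end as in the R64 annotation and 12 had other coordinates. Gene names came from the table, and 337 of 2115 genes with no name there took the RefSeq name of their locus tag. A few genes are not reported here. Each sample's FPKM values multiplied by gene length were divided by their smallest step to recover fragments, which were whole, within 0.01, for 100% of values above 0. The number of fragments limits the precision of low genes. At the floor of 3 counts in a sample, a gene with none allows up to 0.157 to 0.181 fragments per 1e6 fragments, which covers counting error only. As a check for a library listed more than once, fragments were compared between samples of the same strain, and the chi-square per degree of freedom was 7.79 to 25.4 among WT and 39.8 to 53.7 among *ths1-C268A* samples.

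The main comparison used limma 3.58.1 in R 4.3.3, with linear models and empirical Bayes with a trend of variance on mean, on log2(FPKM + 1), two-sided, for 6447 genes with a mean of at least 1 FPKM over the 6 samples, with Benjamini-Hochberg adjusted p under 0.05. All 6 samples entered with strain as the only term. The paper's text names no test, threshold or enrichment tool for the transcriptome. Gene lists, 48 in number, were written from textbook knowledge before the data were examined, and 46 with at least 2 tested genes were tested with camera, with a preset correlation of 0.01 and adjustment over the lists. The lists of cytosolic and mitochondrial ribosomal proteins were taken by the pattern of gene names, and *RPP1* and *MRP8*, which fit the pattern but are not ribosomal proteins, were taken out after the data were seen. Camera with the correlation estimated for each list left none of the 30 lists past the threshold, with 11 at an unadjusted p under 0.05 and a smallest adjusted p of 0.13. That form of camera takes its degrees of freedom from the 6 samples, so its p is larger than that of the preset form at an equal statistic.

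Named genes followed a rule written before the data were examined: the genes of the pathway that the paper names (*THS1*, *ALA1*, *GCN4*, *GCN2*, *GCN1*, *SUI2*, *RPP1A* and *RPP1B*), the 10 higher and 10 lower genes with the largest log2 fold change among those that passed the test and whose groups do not overlap, up to 4 genes of each list with the smallest p, and the 4 genes deleted in BY4741. Any other gene is said to be named after its value was seen. Promoters were searched for the Gcn4 site TGACTCA or its reverse complement within 500 bp upstream of the start codon in R64, with Fisher's exact test. Thr codons were counted in the coding sequences of genes with at least 100 codons.

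The alternatives were pseudocounts of 0.1 and 5, no filter, a mean of at least 10 FPKM, median-ratio scaling, an equal total over protein-coding genes, protein-coding genes only, limma without the trend, limma-voom on the recovered fragments, the replicate letters as a block, each sample left out in turn, a log2 fold change of at least 1, an adjusted p under 0.01, and for lists an estimated correlation, ranks and Fisher's exact test. A correction for gene length and GC content, by loess with a span of 0.5 on each sample's deviations over protein-coding genes, was added after the data were seen. The scripts were tested on simulated fragments for *ths1-C268A* against WT, over 6500 genes. Of these, 200 were changed by 0.5 or 1 on the log2 scale, and a further list of genes was raised by less than 0.5. The main test recovered 87% of the genes changed by 0.5 and 96% of those changed by 1, and 9 of its 211 calls were of unchanged genes. The simulation used 1 dispersion, 0.00535, for all genes and both strains and planted no trend with gene length. Its share of false calls therefore need not hold for these data.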

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

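The tests with a correction for gene length and GC content were chosen only after the results without it were seen. The paper's text gives no mRNA levels for the genes of 6 lists that passed as higher in *ths1-C268A* than in WT, and each is given here with its median log2 fold change. Of 18 genes of purine biosynthesis, 13 were higher and none was lower (14 higher adjusted over the list alone), with a median of 0.51 (0.5085), adjusted p = 1.6e-06 in camera and adjusted p = 0.24 with an estimated correlation, and with increases of 1.02 for *ADE17*, 0.88 for *ADE4* and 0.69 for the regulator *BAS1*. Of 22 genes of cytosolic aminoacyl-tRNA synthetases and their cofactor, 11 were higher and none was lower (also 11 adjusted over the list alone), with a median of 0.32 (0.3241), adjusted p = 3.3e-04 in camera and adjusted p = 0.52 with an estimated correlation. They included *ALA1* (log2 fold change 0.62, adjusted p = 0.00468 from limma, with an ORF on the opposite strand), *KRS1* (0.64) and *DED81* (0.61), and *THS1* itself, at 168.6 ± 14.0 FPKM in WT and 243.2 ± 38.1 FPKM in *ths1-C268A* (SD, n = 3 each, log2 fold change 0.52, adjusted p = 0.0183 from limma, 0.0619 without WT replicate B and 0.0694 without WT replicate C). Of 35 heat shock proteins and chaperones, 15 were higher and 1 was lower, *MDJ1* (-0.37, named after its value was seen), with 17 higher and 1 lower adjusted over the list alone, a median of 0.28 (0.2754), adjusted p = 9e-05 in camera and adjusted p = 0.24 with an estimated correlation, and increases of 1.03 for *HSC82*, 0.96 for *SSA1*, which has an ORF on the opposite strand, and 0.78 for *HSP26*. Of 28 genes of the iron regulon, 15 were higher and 2 were lower, *FIT3* (-0.67) and *FIT1* (-0.33), both named after their values were seen, with 17 higher and 2 lower adjusted over the list alone, a median of 0.29 (0.2939), adjusted p = 8.2e-05 in camera and adjusted p = 0.19 with an estimated correlation. The siderophore transporters *SIT1* and *ARN1* rose by 1.12 and 0.83.

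The remaining lists stood near the threshold. Of 21 genes of ribosome stalling and quality control, 3 were higher, *SKI8* (0.43, with an ORF on the opposite strand), *HBS1* (0.31) and *SKI2* (0.27), and none was lower (1 higher adjusted over the list alone), with a median of 0.21 (0.2067), adjusted p = 0.028 in camera, adjusted p = 0.50 with an estimated correlation and 0.12 without *ths1-C268A* replicate B. The share of higher genes was near that of all genes tested (916 of 6447), with an odds ratio of 1.01 in Fisher's exact test. With an equal total over protein-coding genes the median of the list was 0.091. *HBS1* and *SKI2* did not pass with an equal total over protein-coding genes (adjusted p = 0.112 and 0.171 from limma), with limma-voom (0.0995 and 0.132) or without any 1 of the WT samples (0.106 to 0.111 and 0.113 to 0.154), and with the length and GC correction their log2 fold changes were 0.23 (adjusted p = 0.0614 from limma) and 0.10 (0.347). *SKI8* did not pass without WT replicate B (adjusted p = 0.0618 from limma) or C (0.0504). Of 20 genes of the oxidative stress response under Yap1, 5 were higher and 1 was lower, *CTA1* (-1.05), also when adjusted over the list alone, with a median of 0.15 (0.147), adjusted p = 0.047 in camera and adjusted p = 0.30 with an estimated correlation. This list did not pass without WT replicate A (0.13) or B (0.086) or without *ths1-C268A* replicate A (0.10) or B (0.051). Its higher genes were *GSH1*, *TRX2* and *AHP1*, and *GSH2* and *YAP1*, the last 2 named after their values were seen. *TRX2* did not pass without WT replicate A (adjusted p = 0.0652 from limma) or B (0.0983) or *ths1-C268A* replicate B (0.0566), nor *AHP1* without any 1 of the WT samples (0.051 to 0.106).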

How the results depend on the processing

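The tests with a correction for gene length and GC content were chosen only after the results were seen. The direction of every list past the threshold and every named gene past it was the same under each alternative run. Of 914 values of 46 lists under alternatives, 848 kept their side of the threshold, 52 were no longer past it and 14 came past it. Of 3304 values of 197 named genes, 3124 kept their side, 158 were no longer past it and 22 came past it. Most named genes were chosen for a small p or a large change in these same data, which favors stable calls. Over all genes, the fewest calls were kept without WT replicate B, 353 of the 916 higher and 284 of the 783 lower. The count of higher genes, 916, was 524 with an equal total over protein-coding genes, 78 at a log2 fold change of at least 1 and 296 at an adjusted p under 0.01, and 356 to 1089 with 1 sample left out. The count of lower genes, 783, was 1285 with an equal total over protein-coding genes, 1388 with limma-voom, 134 at a log2 fold change of at least 1 and 248 at an adjusted p under 0.01, and 288 to 1054 with 1 sample left out. The equal total moves all genes of a sample by 1 factor, which lowered the median log2 fold change to -0.116, and limma-voom scales to the same fragments, with a median of -0.119. Fewer samples and stricter thresholds call fewer genes by construction, while leaving out *ths1-C268A* replicate A, the *ths1-C268A* sample nearest WT on the first principal component, raised the counts to 1089 and 1054, of which the cause was not tested. With the equal total, the 524 higher genes were all among the 916, and 783 of the 1285 lower genes were the 783 of the main test. With limma-voom, 610 of 613 higher and 766 of 1388 lower genes were among those of the main test.

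The 30 lists past the threshold became 0 with an estimated correlation (11 at an unadjusted p under 0.05), 27 with Fisher's exact test and 29 to 33 with 1 sample left out. The estimated correlation was 0.35 for amino acid biosynthesis and 0.63 for ribosome biogenesis. It was only 0.0098 for C/D snoRNAs, against the preset 0.01, and -0.018 for G1 to S. Both of these lists lost their call as well, so members that vary together do not account for the loss there. With an estimated correlation, camera takes its degrees of freedom from the 6 samples, and with a preset one from the larger number of genes. Fewer degrees of freedom raise p at an equal test statistic. With the estimated correlation the adjusted p was 0.19 for amino acid biosynthesis, 0.19 for H/ACA and 0.13 for C/D snoRNAs, 0.50 for ribosome biogenesis, 0.13 for G1 to S, 0.30 for G2 to M and 0.24 for the TCA cycle. With 1 sample left out, the adjusted p of rRNA modification proteins was 0.0016 to 0.54 and that of DNA replication 0.031 to 0.20, and the cause was not tested. DNA replication also passed with limma-voom (0.046) and with the correction for gene length and GC content (0.0064), as did DNA repair with that correction (0.033), and the cause was not tested. With that correction 873 genes were higher, 725 of them among the 916, and 787 were lower, 627 of them among the 783. The values gave no sign that the replicate letters pair the samples. Deviations of samples with the same letter correlated at -0.23 for A, 0.062 for B and -0.011 for C, and not every sample correlated best with its own letter. With 3 samples per strain, this cannot exclude a pairing. With the replicate block, 683 genes were higher, 593 were lower and 29 lists passed. Depth limits the non-coding RNA genes, with 7634 to 7876 snoRNA and 3237 to 3797 tRNA fragments per WT sample and 4269 to 5762 and 2421 to 2947 per *ths1-C268A* sample.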

Differences from the paper's values

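The tests with a correction for gene length and GC content were chosen only after the lists without it were seen. The paper states no value for a measure computed here, so only directions can be compared, and the lists used here are not the paper's gene sets. The paper names ribosome biogenesis among the pathways that went down, and in Fig. 1B among the bars of lower pathways. Here 46 of 126 ribosome biogenesis proteins were higher and none was lower, a list that stayed higher under each alternative with a preset correlation (adjusted p = 0.50 with an estimated correlation). Rescaling a sample by 1 factor hardly moves such a test of a list against the other genes. The median log2 fold change of the list was 0.35 as deposited and 0.235 with an equal total over protein-coding genes. With that total the median of all genes was -0.116. Relative to the WT mean, the list mean was 0.35, 0.51 and 0.082 in *ths1-C268A* replicates A, B and C. Replicate C thus lay near WT replicate A, at 0.063. The list leaves out ribosomal proteins and snoRNAs. Of 137 cytosolic ribosomal protein genes, 23 were lower and 3 were higher, so the comparison with the paper's pathway is of a part only. Of the rRNA modification pathway, which the paper also places among those that went down, the proteins did not pass (2 of 22 higher, none lower), while 16 of 29 H/ACA and 14 of 45 C/D snoRNAs were lower, in the paper's direction (adjusted p = 0.19 and 0.13 with an estimated correlation). The tRNA genes had a median log2 fold change of -0.49 as well. A lower yield of RNA without poly(A) tails in the *ths1-C268A* libraries stays open as a cause.

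The paper states that the TCA cycle went down, and 8 of 20 of its genes were higher here and none was lower (adjusted p = 0.24 with an estimated correlation). The median log2 fold change of this list was 0.234 as deposited, 0.118 with an equal total over protein-coding genes and 0.119 with limma-voom. In the last 2 fits the median of all genes was -0.116 and -0.119. For DNA replication (8 lower and 4 higher of 59) and for DNA repair and damage response (12 lower and 9 higher of 81), both stated by the paper to be lower, the lists did not pass, with medians of -0.12 and -0.04. Replication passed as lower with limma-voom (adjusted p = 0.046) and without *ths1-C268A* replicate B (0.031), both set before the data were examined. With the correction, which leaves out the 2 snoRNA lists because it covers protein-coding genes, replication (0.0064) and repair (0.033) passed as lower. The 2 cell cycle lists passed as lower here, in the paper's direction (adjusted p = 0.13 and 0.30 with an estimated correlation).

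Fig. 1B shows cell wall assembly among the lower pathways, whereas 18 of 49 cell wall genes were higher here and 4 were lower (adjusted p = 0.50 with an estimated correlation). The list of sporulation and spore wall genes passed as lower, with 27 of 61 lower and 4 higher (adjusted p = 0.16 with an estimated correlation). Fig. 1B also shows gluconeogenesis as lower and Fig. 1A aldehyde metabolism as higher, and neither list passed here (adjusted p = 0.52 and 0.44). The lists of glycolysis, sulfur transport and amino acid biosynthesis moved in the direction that Fig. 1 shows (adjusted p = 0.21, 0.14 and 0.19 with an estimated correlation), and amino acid biosynthesis had the smallest p, as the paper states.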

Other observations

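The tests of gene length, of RNA without poly(A) tails and of the Gcn4 site outside the Gcn4-related lists were chosen only after the results were seen. Some genes of ribosomal proteins were lower in *ths1-C268A*, and most of the cytosolic ones did not pass the test. Of 137 cytosolic ribosomal protein genes, 23 were lower, 3 were higher and 111 did not pass (16 lower and 2 higher adjusted over the list alone), with decreases of 1.04 for *RPL22A*, which has an ORF on the opposite strand, 0.87 for *RPS22A* and 0.71 for *RPL31B*, and many of these genes have near-identical copies. The higher genes were *RPS28B* (0.81), *RPL8A* (0.62) and *RPS9A* (0.49), named after their values were seen. The median was -0.22 (adjusted p = 1.4e-06 in camera, adjusted p = 0.52 with an estimated correlation), and Fisher's exact test gave adjusted p = 0.17 for the list. The mean of the list relative to WT was -0.14, -0.12 and -0.46 in *ths1-C268A* replicates A, B and C, and the list passed without replicate C (adjusted p = 8e-04). Of 66 mitochondrial ribosomal protein genes, 33 were lower, none was higher and 33 did not pass (51 lower adjusted over the list alone), with a median of -0.39 (adjusted p = 4e-12 in camera, adjusted p = 0.30 with an estimated correlation), *MRPL15* falling by 0.77 and *MRP13* by 0.65. Of 11 histone genes, 8 were lower and none was higher, also 8 adjusted over the list alone, with log2 fold changes of -1.75 for *HTB2*, -1.43 for *HHF1* and -1.07 for *HHT1*, each of which has a near-identical copy. The median was -0.90 (adjusted p = 1.8e-07 in camera, adjusted p = 0.19 with an estimated correlation).

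Several stress and nutrient groups did not pass as lists. Of 37 genes of the general stress response under Msn2 and Msn4, 6 were lower, including *RTC3* (-1.09) and the trehalose synthesis gene *TPS1* (-0.61), and 2 were higher, *DDR48* (0.58) and *TSA2* (0.30), both named after their values were seen (adjusted p = 0.077 in camera, with the same counts adjusted over the list alone). Of 20 genes of the unfolded protein response of the ER, 4 were higher, *ERO1* (0.81), *KAR2* (0.78), *SEC63* (0.51) and *LHS1* (0.30), and *ULI1* (-0.42), named after its value was seen, was lower (adjusted p = 0.08, with the same counts adjusted over the list alone). *SEC63* and *LHS1* did not pass with an equal total over protein-coding genes (adjusted p = 0.087 and 0.133 from limma), with limma-voom (0.0572 and 0.102) or without any sample but *ths1-C268A* replicate A (0.051 to 0.143 and 0.081 to 0.155), nor *LHS1* with the length and GC correction (0.0927). Of 36 proteasome genes, 5 were higher and 2 were lower when all genes were adjusted together, and none passed adjusted over the list alone (adjusted p = 0.18 for the list). Of 22 genes of the phosphate regulon, 7 were higher and 3 were lower (8 higher and 3 lower adjusted over the list alone, adjusted p = 0.1), and of 34 nuclear genes of oxidative phosphorylation, 2 were higher, *ATP3* and *ATP17*, and *HAP4* was lower (none adjusted over the list alone, adjusted p = 0.16). Without any 1 of the WT samples, *ATP3*, *ATP17* and *HAP4* did not pass (adjusted p = 0.0618 to 0.11, 0.0558 to 0.0877 and 0.0514 to 0.113 from limma). Of 14 amino acid permeases, *GAP1* (1.33), *DIP5* (0.58) and *CAN1* (0.42) were higher and *TAT1* (-0.66) was lower (4 higher and 2 lower adjusted over the list alone, adjusted p = 0.37). Of 8 a-specific genes, *MFA1* (0.85), *AGA2* (0.74) and *STE2* (0.36) were higher (also 3 adjusted over the list alone, adjusted p = 0.14), of which *STE2* did not pass without any 1 of the WT samples (adjusted p = 0.0577 to 0.0821 from limma), and of 23 genes of the pheromone response, 5 were higher, led by *PRM5* (1.40) and *AGA1* (1.20), and 4 were lower, also when adjusted over the list alone (adjusted p = 0.8). Of 4 alpha-specific genes, *MF(ALPHA)1* was lower, also when adjusted over the list alone (adjusted p = 0.49 for the list). None of 3 spliceosomal snRNAs passed (adjusted p = 0.22 for the list).

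The list of ribosome biogenesis genes passed as higher and those of ribosomal protein genes, which are shorter, as lower, with most ribosome biogenesis and cytosolic ribosomal protein genes not past the test and adjusted p = 0.50 for ribosome biogenesis, 0.52 for cytosolic and 0.30 for mitochondrial ribosomal proteins with an estimated correlation. After correction for gene length and GC content, the median of the ribosome biogenesis genes was 0.3144, against 0.35 before (adjusted p = 1.5e-08), and that of the mitochondrial ribosomal protein genes -0.3241, against -0.39 before (adjusted p = 3.3e-10), which argues against length or GC bias as the whole cause. For the cytosolic ribosomal protein genes the median was -0.1199, against -0.22 before, with 11 genes lower and 3 higher (adjusted p = 0.009), close to the bound of 0.5 of the former size set for this test, so part of their decrease may follow length, though the list stayed past the threshold. A difference in growth rate or cell density between the strains at collection was not tested and stays open, as does a direct effect of the mutation.

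The snoRNA genes took 430.5, 443.6 and 459.9 fragments per 1e6 fragments counted in WT and 306.7, 239.7 and 265.4 in *ths1-C268A*. The signal recognition particle RNA *SCR1* (log2 fold change -1.84), the telomerase RNA *TLC1* (-1.22) and the RNase P RNA *RPR1* (-1.13), all named after their values were seen, fell as well, but *RUF5-1* (1.32) and *RUF5-2* (1.47) rose, also named after their values were seen, and 4 of 11 ncRNA genes, 144 of 167 tRNA genes and all 3 snRNA genes did not pass. Protein-coding genes under 300 bp that overlap no other gene were compared first, with ribosomal protein genes left out. They had a median of -0.17 (16 higher and 48 lower of 281), in the same direction. After that value was seen, each snoRNA was compared instead with the 10 protein-coding genes nearest to it in length. The median difference in log2 fold change was -0.397 (95% bootstrap interval -0.599 to -0.312, lower in 65 of 75). That interval is over snoRNAs, which are not independent replicates, and does not measure the spread between samples. Most snoRNAs thus fell further than protein-coding genes of like coding length. Coding length leaves out the untranslated ends of an mRNA, so this comparison cannot tell whether short RNAs in general lost fragments. The 95 tRNA genes with at least 30 fragments over the samples had a median log2 fold change of -0.4917, as a lower yield of RNA without poly(A) tails in the *ths1-C268A* libraries would give, so this technical explanation and lower levels of some of these RNAs in the cells both stay open.

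A hypothesis set before the data were examined was that Gcn4 acts at the promoters of the higher genes. The site TGACTCA stood within 500 bp upstream of 88 of 911 higher protein-coding genes (9.66%) and of 170 of 5265 others (3.23%), an odds ratio of 3.2 (95% interval 2.42 to 4.21, p = 1.95e-15, Fisher's exact test, two-sided). The odds ratio was 2.29 with 1000 bp and 2.35 with the core TGACTC. Of lower genes, 17 of 725 had the site, against 241 of 5451 others (odds ratio 0.519, p = 0.00734, Fisher's exact test). These others include the 88 higher genes with the site, so part of this difference restates the enrichment. The site was upstream of 37 of the 88 amino acid biosynthesis genes. Outside the lists of amino acid, purine, sulfur transport, synthetase, ISR and Gcn4 target genes, the odds ratio was 1.7 (95% interval 1.17 to 2.42, p = 0.00463, Fisher's exact test). These values are consistent with Gcn4 acting at part of the higher genes, most of which have no such site, and binding was not measured.

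A further hypothesis was that Thr codons, at which *ths1-C268A* misincorporates Ser, set the change of an mRNA. Across 5549 protein-coding genes of at least 100 codons, Spearman's rho between the share of Thr codons and log2 fold change was 0.0273 (permutation p = 0.0448, across genes, which are not independent replicates). The genes were ordered by this share into 5 groups of like size, with a median share of 3.85% in the lowest group and 7.68% in the highest. The median log2 fold change of the groups stayed between -0.01 and 0.05, so the share of Thr codons does not account for the changes in mRNA level. A longer mRNA can hold more Thr codons at the same share, and fold change rose with gene length. The number of Thr codons per mRNA therefore stays open as a cause. The different Thr codons were counted together and not tested apart.

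Of the 10 splits of the 6 samples into 3 and 3, only 1, the real split, gave as many calls as the 916 higher and 783 lower genes, and the highest of the others gave 0. With 10 splits no share under 0.05 can be reached.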
